A study of Mus musculus with 3 samples.

How the data were processed

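Polyadenylated RNA was sequenced from 3 samples of mouse back skin cells. Per the labels, the cells came from wild-type mice aged 56 days, in the second resting phase (telogen) of the hair cycle. The skin was digested with trypsin, and live single cells carrying integrin alpha6 and lacking Sca1 were collected by fluorescence-activated cell sorting. The labels' growth protocol names only the integrin alpha6 antibody, and an antibody to Sca1 is not named there. RNA was purified and made into Illumina libraries, per the labels' protocols. All 3 samples belong to 1 group and were numbered as replicates 1 to 3 by their titles. The labels' treatment protocol speaks of a pair of biological replicates while there are 3 samples, and which libraries come from separate collections of cells was not stated. If a pair of them shared a collection, each SD and each test over 3 replicates would rest on fewer independent samples than its n says. The RNA data used here held no second group, so no contrast between groups was fitted.

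The values came from 1 table with 44625 gene entries, each with an Ensembl mouse gene identifier. Per the file headers, the authors deposited whole-number read counts per gene for each library, and the read aligner, counting tool, strand setting and genome build were not stated. The authors also deposited TPM values (counts divided by gene length and scaled to a common total), per the file headers. TPM recomputed from the counts and the deposited gene length differed from the deposited values by at most 4.72e-06. The deposited log2 fold change per gene came from the authors, and the tool behind it was not stated. The adjusted p-value of that fold change was also deposited by the authors, with no statement of the test or the adjustment. The table further held a whole number per gene headed H3K27me3, a histone mark associated with gene repression. Neighbouring genes shared one such number, as regions measured in bases would give, but the unit, the source cells and the peak-calling method were not stated. The last column was a score deposited by the authors. It equalled the product of the H3K27me3 value plus 1, the log2 fold change and -log10 of the adjusted p-value, and 0 of the 20274 scores differed from this product by more than 0.1%.

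Another 6 columns of per-sample values carried names that match no sample of the group, all of them with the word bulge, and were not used in any step. From these names the fold change was taken to compare the libraries studied here with bulge libraries, which were not analysed here, though the labels do not state the comparison. Its direction was not stated and was settled from the counts. Of 2555 genes with 0 counts in all 3 replicates and a deposited fold change, 2555 had a negative one, so a positive value means higher in the integrin alpha6-positive, Sca1-negative libraries.

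Of the identifiers, 44392 were found in GENCODE M21, whose coordinates are on GRCm38. All coordinates, gene types and strands given here come from that annotation by identifier and not from the authors' table. In the table, 27 symbols had been turned into numbers, as spreadsheet programs do with date-like names, and were resolved by identifier. For the 55 symbols with several entries, the entry with the highest mean TPM was kept, which left 44548 genes.

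Depth ranged from 29283936 counts in replicate 1 to 39198620 in replicate 3. A count of 3, the upper limit that a count of 0 allows, equalled a CPM (counts scaled to the library total) of 0.102, 0.0851 and 0.0765 in replicates 1, 2 and 3. Shares of counts carry 95% Wilson confidence intervals. Intervals and limits cover counting error only, since the reads carried no stated molecular identifiers.

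Expression was compared on the log2(TPM + 1) scale, which understates changes of low genes. Genes with a TPM of at least 1 were counted as detected. Replicates were compared by Pearson and Spearman correlation across genes, and by a chi-square statistic per degree of freedom over genes with at least 20 counts in the pair. A gene deviated in a replicate when it differed from both others in the same direction by more than 1 on the log2 scale, among genes with a mean TPM of at least 1. The biological coefficient of variation was the square root of the common dispersion estimated with edgeR on the deposited counts, with the 3 libraries as 1 group, TMM normalization and the filterByExpr filter. No differential expression test was run, since the samples form 1 group.

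The 14 gene lists held 126 entries, of which 124 were in the table, and Col17a1 was in both the hair follicle stem cell and the basal keratinocyte list. The median of each list was placed among the medians of 10000 random lists of the same size drawn from all genes. Percentiles of at least 97.5 or at most 2.5 were taken as outside the random range. Among all genes a list median could not reach the lower limit, because many random lists had a median of 0 and ties counted in part. Differences between list medians and the ratio of sorting markers were tested over replicates with a two-sided exact sign-flip permutation test. With 3 replicates its smallest possible p is 0.25, so no such test could reach 0.05. A second list of 40 suprabasal epidermis genes, none of them in the first, was written after the first list's pattern had been seen. Its result was computed only afterwards, although a few of its genes had already been met among genes that deviated in 1 replicate. Transcription regulators were defined by 105 symbol stems and tested among the 100 highest scores with a one-sided Fisher's exact test. The 10 highest scores include genes that may share reads with close copies, which is stated for Rpl38 and H2-Q6. Overlap with other genes is not marked.

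The dependence of the deposited fold change on gene properties was described over deciles of deposited gene length and of transcript GC content in GENCODE M21, for 14652 protein-coding genes, all of which had both. A corrected fold change was the deposited one minus the median of its bin among 100 bins of length and GC content. The corrected score used it with the adjusted p-value kept as deposited. Ratios of one replicate to the others by gene type used counts per library total for genes with a mean of at least 10 counts and types with at least 30 such genes. Pseudogene transcripts were compared with protein-coding transcripts by blastn.

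Genes named are those of the gene lists, all Prdm genes, the 10 genes with the highest mean TPM, the 10 with the highest deposited score, and the 5 with the largest log2 range over replicates among genes with a mean TPM of at least 10. Some genes that meet this rule are not reported here. The gene lists, the symbol stems, this rule, the tests above and most alternatives were fixed before the data were examined. The comparison of H3K27me3 with detection, the length and GC description, the gene-type ratios and the alternatives named as added were chosen after seeing the data.

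The alternatives covered the pseudocount, detection and expression limits, the background and summary of the gene lists, rescaling to each library's upper quartile, summing of entries per symbol, the number of top scores, the stems, thinning of the libraries to the smallest and leaving out each replicate in turn. The procedures were tested on simulated data. Among 44625 genes simulated as negative binomial counts from the observed means and library sizes, 200 genes with a mean TPM of at least 10 were raised 4-fold in replicate 1. All 200 were recovered as deviating there, and 12 unchanged genes were called. A simulated coefficient of variation of 0.1 was estimated as 0.0996 over 14567 genes. The data gave 0.321, and 0.176 without replicate 1, so calls of unchanged genes at the observed spread were not gauged. Of 400 random lists, 1.5% fell outside the percentile limits. A length and GC trend made to hold 50% of the variance over 15000 simulated genes was estimated at 49.7%.

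Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, R 4.3.3 with edgeR 4.0.16, and blastn 2.17.0 were used.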

Results

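The transcriptome of integrin alpha6-positive, Sca1-negative cells from mouse back skin was measured by RNA sequencing of polyadenylated RNA in 3 libraries, treated as replicates although the labels leave their independence unclear. Integrin alpha6 (Itga6) is a laminin receptor on the basal surface of skin epithelial cells. Sca1, encoded by Ly6a, is a surface protein used in sorting to set aside cells of the interfollicular epidermis and upper follicle. The title of the series names hair follicle stem cells as the cells profiled and Prdm16 as a gene of interest. The libraries held 29283936, 35264901 and 39198620 counts in replicates 1, 2 and 3. A TPM of at least 1 was found for 14122, 13090 and 13027 genes, a mean of 13413 ± 615 (SD, n = 3). Over the alternatives this number moved most with a limit of 5 TPM, to 10031 genes. Mitochondrial genes took 4.26% of the counts in replicate 1 (95% Wilson interval 4.26 to 4.27), 6.20% in replicate 2 (6.19 to 6.21) and 5.83% in replicate 3 (5.82 to 5.84). These intervals lie far apart at this depth, so the difference between libraries exceeds counting error. The 10 genes with the highest TPM in each library took 17.96% ± 2.44 of its TPM (SD, n = 3).

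By mean TPM over the replicates, the highest genes were mt-Co1, mt-Cytb, Krt15, mt-Nd1, Krt5, Gm23935, Apoe, Eef1a1, Rplp1 and mt-Nd2. Krt15 (GRCm38 chromosome 11, 100131758 to 100135928, minus strand) had 23208 ± 3176 TPM and Krt5 had 17900 ± 3750 TPM (SD, n = 3). Gm23935 is annotated as a microRNA gene of 57 bases, and its 13961 ± 2173 TPM rested on 7868, 9841 and 14478 counts, so its rank depends on division by a very short length. Eef1a1 and Rplp1 belong to families with near-identical pseudogenes, and their values are uncertain to the extent that reads were split among copies.

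The 3 replicates were compared before averaging. Across 44548 genes, Pearson's r of log2(TPM + 1) was 0.973 for replicates 1 and 2, 0.968 for replicates 1 and 3, and 0.988 for replicates 2 and 3. Spearman's rho across the same genes was 0.907, 0.899 and 0.927. Genes are not independent replicates, and no p is given. Restricting the genes to a mean TPM of at least 1 moved the mean r most, from 0.976 to 0.933. The chi-square statistic per degree of freedom was 159, 180 and 33.6 for the 3 pairs, where counting noise alone gives about 1, so no pair agreed within counting noise. Separate libraries from the same cells, or libraries aligned differently, would also exceed 1, so this statistic does not show that the samples are separate biological replicates. The median SD of log2(TPM + 1) over replicates was 0.42 among 5504 genes with a mean TPM from 1 to 10, 0.23 among 6940 genes from 10 to 100, 0.17 among 1085 genes from 100 to 1000, and 0.16 among 134 genes from 1000 upward.

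Replicate 1 stood apart from the others. Among 13663 genes with a mean TPM of at least 1, 1759 deviated in replicate 1, of which 1450 were higher and 309 lower than in both others. In replicate 2, 230 genes deviated (72 higher, 158 lower), and in replicate 3, 393 deviated (176 higher, 217 lower). Among 11760 protein-coding genes the numbers were 980, 40 and 69, a comparison added after seeing the data. The edgeR common dispersion of the 3 libraries gave a biological coefficient of variation of 0.321 over 13519 genes, and without replicate 1 it was 0.176. The coefficient moved most without a filter on low counts, to 0.468. The 5 genes with the largest log2 range among those with a mean TPM of at least 10 were short or copied features. Mir6236 (123 bases) had 0, 560 and 581 counts in replicates 1 to 3, and Gm15662 (159 bases) had 0, 266 and 307. The pseudogene Gm29216, 99.8% identical to mt-Co1, had 895, 1412 and 6 counts, and the processed pseudogene Rps15-ps2 had 0, 249 and 495. The small nucleolar RNA gene Snora33 had 101, 0 and 4.

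**Figure D1:**
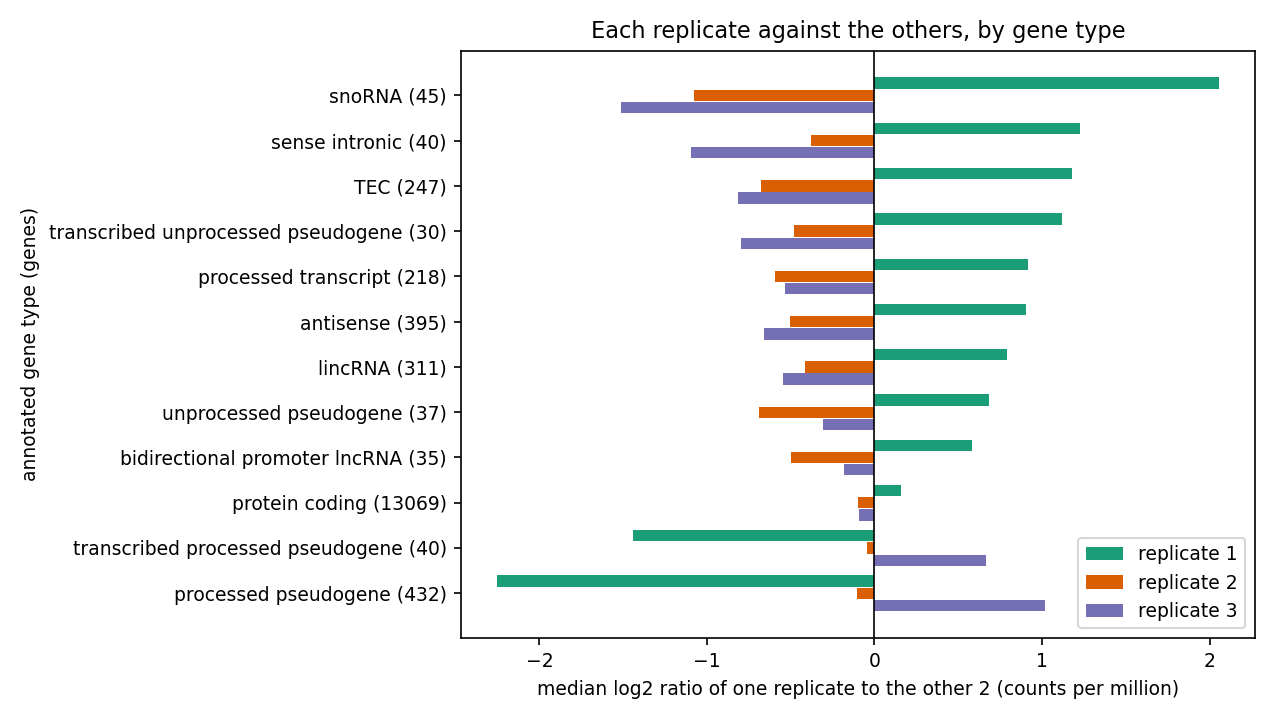
Median log2 ratio of each replicate to the other 2, in counts per library total, for each gene type in GENCODE M21 with at least 30 genes; bars start at 0 and the number of genes is in parentheses. Replicate 1 was lower for processed pseudogenes (-2.25) and higher for small nucleolar RNA genes (2.05), while protein-coding genes had a median of 0.16.

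The deviation of replicate 1 differed by annotated gene type. The median log2 ratio of replicate 1 to the others was -2.25 over 432 processed pseudogenes, 2.05 over 45 small nucleolar RNA genes, 1.23 over 40 sense-intronic genes and 0.79 over 311 long intergenic non-coding RNA genes. It was 0.16 over 13069 protein-coding genes, which took 98.3%, 98.8% and 98.5% of the counts in replicates 1, 2 and 3.

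The ratio of the antigens in the cell type label was examined first among the planned comparisons, since it bears on the labels. The growth protocol names no Sca1 antibody, so the ratio describes the collected cells and does not test the sorting itself. Itga6 (chromosome 2, 71745616 to 71858416, plus strand) had 112 ± 9.12 TPM and Ly6a (chromosome 15, 74994877 to 74998031, minus strand) had 7.91 ± 4.31 TPM (SD, n = 3). The log2 ratio of Itga6 to Ly6a on the TPM + 1 scale was 4.63, 3.27 and 3.50 in replicates 1 to 3, a mean of 3.80 ± 0.73. Itga6 was higher in 3 of 3 replicates (two-sided exact sign-flip p = 0.25, the smallest p that 3 replicates allow). Ly6a rested on 41, 191 and 167 counts, and how reads shared with related Ly6 genes were counted was not stated.

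Marker genes of skin cell types were then read as lists. The median TPM of the 20 hair follicle stem cell genes was 246 ± 19.9, that of the 10 basal keratinocyte genes 319 ± 30.9, that of the 9 upper follicle and infundibulum genes 65.8 ± 7.74, and that of the 10 suprabasal epidermis genes 389 ± 166 (mean ± SD over replicates, n = 3). Each of these lists lay at the percentile of 100 among 10000 random lists in all 3 libraries. The 12 sebaceous gland genes had a median of 8.06 ± 2.01 TPM, at a mean percentile of 99.45. The 12 dissociation response genes had the highest list median, 1132 ± 425 TPM, at the percentile of 100. Between the limits lay the 10 proliferation genes with 2.76 ± 1.20 TPM (percentile 95.3), the 8 melanocyte genes with 1.47 ± 0.66 TPM (88.6), the 8 fibroblast genes with 0.256 ± 0.0244 TPM (73.96), the 5 haemoglobin genes in the table with 0.497 ± 0.379 TPM (78.1) and the 6 endothelial genes with 0.0203 ± 0.00486 TPM (51.7). The 8 immune genes had medians of 0, 0.419 and 0.0172 TPM in replicates 1, 2 and 3, so replicate 2 alone set their mean of 0.145 TPM (percentile 54.8). With a median of 0 in replicate 1 they still stood at the percentile of 21.5. Lists of unexpressed genes could therefore only lie between the limits, and that place does not show a typical level of expression. Which lists lay between the limits depended on the background. Against genes with a mean TPM of at least 1 instead of all genes, the sebaceous gland list moved most among the lists past a limit, to a percentile of 13.0.

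**Figure D2:**
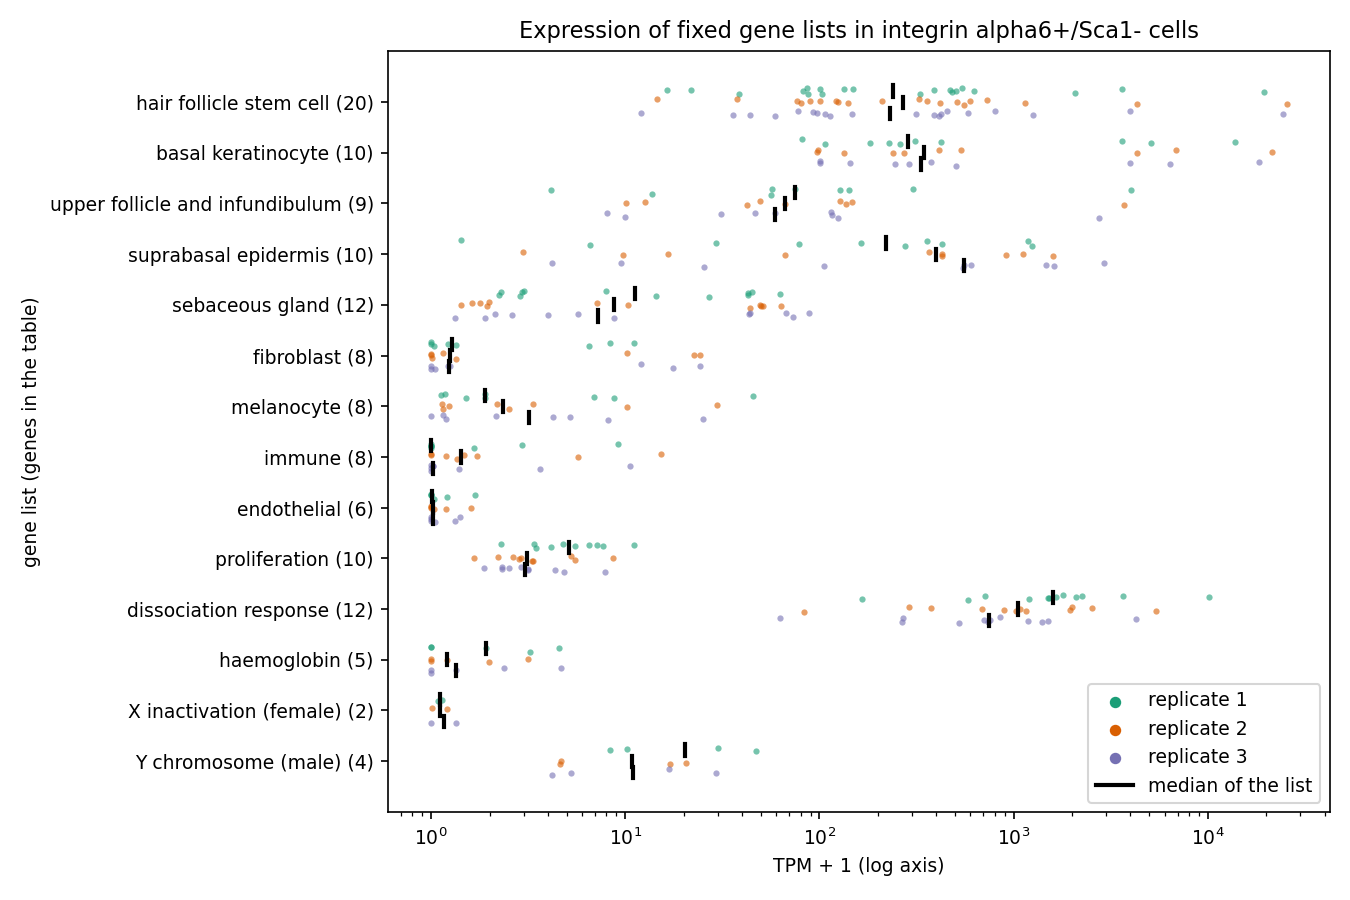
TPM + 1 on a log axis for each gene of the fixed lists, with 1 point per gene and replicate and a black bar at the list median of each replicate; the number of genes in the table is in parentheses. Dissociation response genes had the highest list median (1132 TPM over the replicates) and endothelial genes the lowest (0.0203 TPM).

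Within the hair follicle stem cell list, Krt15 was highest, followed by Col17a1 with 3979 ± 363 TPM and Postn with 1487 ± 504 TPM (SD, n = 3). Cd34 (chromosome 1, 194938819 to 194961279, plus strand) had 535 ± 56.8 TPM, Lhx2 333 ± 21.6 TPM, Sox9 163 ± 41.0 TPM, Nfatc1 100 ± 34.2 TPM and Lgr5 90.1 ± 5.04 TPM. Dkk3 had 679 ± 157 TPM, Tbx1 532 ± 72.7 TPM, Id2 483 ± 120 TPM, Gas1 440.1 ± 64.1 TPM and Fst 399 ± 78.9 TPM. The lowest of the list were Tcf7l1 with 30.7 ± 8.68 TPM and Tcf7l2 with 13.4 ± 2.20 TPM. Among basal genes, Krt14 had 6136 ± 899 TPM, Itgb4 365 ± 52.1 TPM and Trp63 273 ± 14.1 TPM. Among sebaceous gland genes, Mgst1 had 65.2 ± 6.08 TPM, Dgat2 59.4 ± 24.3 TPM, Scd1 51.2 ± 13.4 TPM and Pparg 0.679 ± 0.529 TPM. Among upper follicle genes, Krt17 had 3499 ± 654 TPM, Defb6 185 ± 104 TPM, Krt79 137 ± 11.4 TPM, Lgr6 123 ± 7.66 TPM and Lrig1 61.5 ± 14.5 TPM.

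Transcripts of other cell types were low, with exceptions inside their lists. Col1a1 and Col1a2 had 17.4 ± 8.73 and 16.6 ± 6.60 TPM, while Col3a1 had 0.0273 ± 0.0194 TPM and Dcn 0.274 ± 0.0675 TPM. Thy1, which is also in the fibroblast list, had 8.59 ± 2.85 TPM. Lum and Dpt had 0 counts in all 3 libraries, which allows up to 0.134 and 0.161 TPM. Mitf had 32.3 ± 10.7 TPM, while the highest of the other melanocyte genes were Dct with 8.02 ± 1.07 TPM and Pmel with 4.15 ± 1.78 TPM. Among immune genes, Cd74 had 10.7 ± 3.23 TPM and H2-Aa 3.08 ± 1.43 TPM, and Ptprc had 0, 0 and 5 counts. Cdh5, Cldn5 and Emcn had 0 counts in all 3 libraries, which allows up to 0.0662, 0.197 and 0.0515 TPM. Hbb-bs and Hbb-bt had 0 counts in all 3 libraries, which is uncertain because they are close copies of each other, and Hba-a1 had 3.12 ± 0.839 TPM.

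The labels used here did not state the sex of the mice. Ddx3y, Eif2s3y, Kdm5d and Uty, which lie on the Y chromosome, had 20.4 ± 7.67, 31.4 ± 13.5, 5.34 ± 3.35 and 5.08 ± 1.94 TPM (SD, n = 3), and all had counts in every library. Xist had 0.210 ± 0.129 TPM and Tsix 0.0498 ± 0.0761 TPM. The median of the X inactivation list was 0.130 TPM (percentile 40.8) and that of the Y chromosome list 13.0 TPM (percentile 96.1).

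The hair follicle stem cell list was set against each other list within each replicate, in 13 contrasts of list medians of log2(TPM + 1). It lay above the upper follicle list by 1.81 ± 0.21 and above the sebaceous gland list by 4.74 ± 0.32 (mean ± SD, n = 3). It lay above the fibroblast, melanocyte, immune and endothelial lists by 7.53 ± 0.16, 6.62 ± 0.40, 7.68 ± 0.14 and 7.83 ± 0.16. The differences from the proliferation, haemoglobin, X inactivation and Y chromosome lists were 6.00 ± 0.50, 7.31 ± 0.45, 7.69 ± 0.18 and 4.35 ± 0.62. It lay below the basal keratinocyte list, with a difference of -0.44 ± 0.15, and below the dissociation response list, with -2.22 ± 0.55. In each of these 12 contrasts all 3 replicates had the same sign (exact sign-flip p = 0.25 each, Benjamini-Hochberg adjusted 0.271). The contrast with the suprabasal list was smaller than its spread, with differences of 0.06, -0.59 and -1.36 in replicates 1 to 3, a mean of -0.63 ± 0.71 (exact sign-flip p = 0.5). Without replicate 3 that mean was -0.27, and with the mean of log2 values in place of the median it was 0.83.

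Individual suprabasal genes differed between replicates. Lor (chromosome 3, 92080271 to 92083142, minus strand) had 164, 1112 and 1476 TPM in replicates 1 to 3, Krt10 had 1181, 1588 and 2910 TPM, and Krt1 had 275, 427 and 604 TPM. Of the 10 suprabasal genes, 8 were highest in replicate 3. Of the 12 dissociation response genes, 11 were highest in replicate 1, as were 9 of the 9 proliferation genes with a mean TPM of at least 1 and 4 of the 4 Y chromosome genes. Among all 13663 genes with a mean TPM of at least 1, 59.6% were highest in replicate 1, 20.02% in replicate 2 and 20.4% in replicate 3. Fos had 10120, 5406 and 4269 TPM and Jun had 3678, 1944 and 1179 TPM. Rescaling to the upper quartile moved the libraries by -0.05, 0.03 and 0.03 on the log2 scale. It left these numbers of list genes the same and changed the shares of all genes to 54.5%, 22.7% and 22.7%.

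Prdm16, the gene named in the title of the series (ENSMUSG00000039410, chromosome 4, 154316125 to 154636873, minus strand), encodes a zinc finger protein with a PR domain. It had 2.36, 2.55 and 2.23 TPM in replicates 1 to 3, from 237, 325 and 320 counts, a mean of 2.38 ± 0.16 TPM (SD, n = 3). Among genes with a TPM of at least 1 it lay at the percentile of 12.9 ± 1.46. Among all genes that percentile was 73.8, the alternative that moved it most. Of the other Prdm genes, Prdm2 had 22.5 ± 3.23 TPM, Prdm4 16.3 ± 6.58 TPM, Prdm1 10.2 ± 2.92 TPM, Prdm15 4.93 ± 1.87 TPM, Prdm11 4.45 ± 0.891 TPM, Prdm10 4.08 ± 1.90 TPM and Prdm9 4.03 ± 3.33 TPM. Prdm14 had 2, 1 and 0 counts and Prdm8 0, 0 and 5. Prdm6, Prdm12 and Prdm13 had 0 counts in all 3 libraries, which allows up to 0.0961, 0.113 and 0.0650 TPM.

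The authors combined the H3K27me3 value with an expression comparison in 1 score per gene. From names of columns not used here, that comparison was taken to be with bulge libraries, so every fold change, score and rank from the authors' deposited table was read as relative to them. Among genes with higher expression in the libraries studied here the score grows with the H3K27me3 value, the log2 fold change and -log10 of the adjusted p-value. Of the scores in the authors' deposited table, 8681 were above 0 and 11593 below 0, and 11258 of 20274 genes had an adjusted p-value under 0.05, of which 4779 were higher and 6479 lower. The highest scores in the authors' deposited table included those of Rpl38, Mir196a-1, Wfdc21, Hoxb9, H2-Q6, Tsc22d3, Mageh1, Gm53 and Cdkn2b. In the authors' deposited table, Rpl38 had a log2 fold change of 4.54 with an adjusted p-value of 3.32e-70 and an H3K27me3 value of 4625, and Wfdc21 had a log2 fold change of 7.42 with an adjusted p-value of 2.38e-12. A high score did not require a large H3K27me3 value, since that of Rpl38 lay below the median of 7593 over the 3597 genes with a value above 0 in the authors' deposited table. Mir196a-1, Hoxb9 and Gm53 lie on chromosome 11 between 96251105 and 96276595 and shared the H3K27me3 value of 52302 in the authors' deposited table. Rpl38 has close pseudogene copies and H2-Q6 has close paralogs, so their counts are uncertain. Tsc22d3 had 355, 47.7 and 124 TPM in replicates 1 to 3, a range of 2.87 on the log2 scale.

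In the authors' deposited table Prdm16 had an H3K27me3 value of 44173, a log2 fold change of 0.52, an adjusted p-value of 0.242 and a score of 14226, which placed it at rank 166 of 20274. Of the scored genes, 46 had a larger H3K27me3 value in the authors' deposited table. Without the H3K27me3 factor its rank was 6355, and without the adjusted p-value factor it was 81, alternatives chosen after seeing the data. Prdm1, Prdm2, Prdm4, Prdm9, Prdm10, Prdm11, Prdm14 and Prdm15 had negative log2 fold changes in the authors' deposited table, from -2.57 for Prdm14 to -0.08 for Prdm4.

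**Figure D3:**
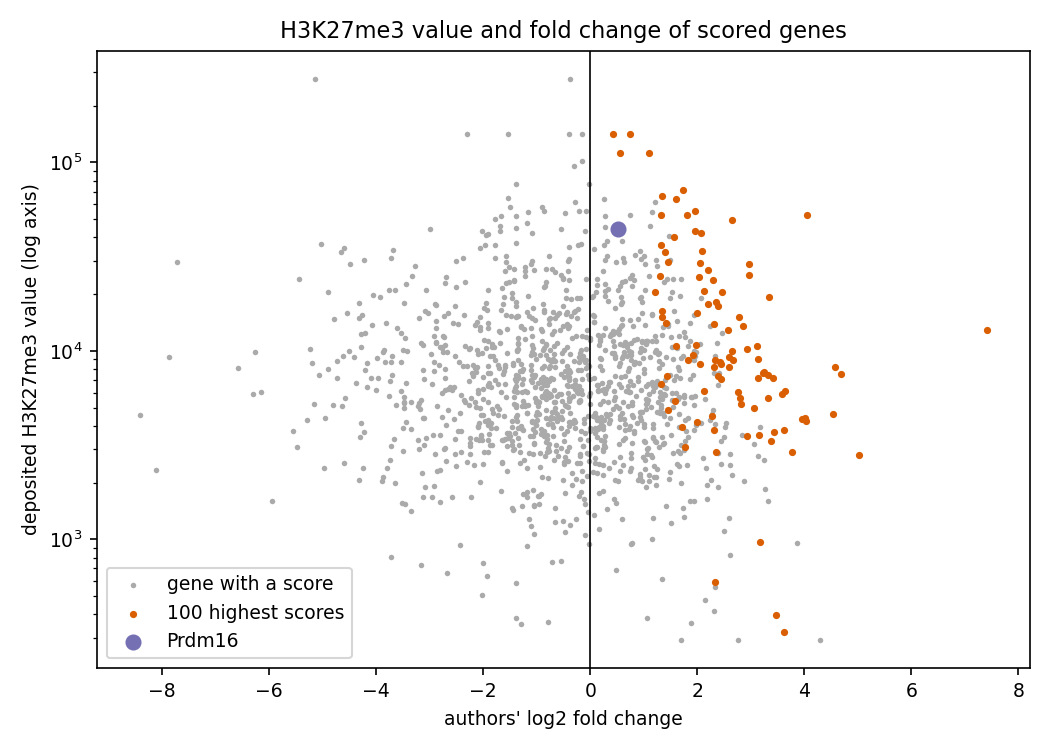
H3K27me3 value (log axis) against the authors' log2 fold change for the 1354 scored genes with an H3K27me3 value above 0, both from the authors' deposited table; orange points are the 100 highest scores and the large point is Prdm16. Prdm16 combines an H3K27me3 value of 44173 with a log2 fold change of 0.52, left of most of the 100 highest scores.

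All of the 100 highest scores had an H3K27me3 value above 0, and the first gene with a value of 0 came at rank 430. An adjusted p-value of at least 0.05 in the authors' deposited table was held by 16 of the 100 highest scores and 69 of the 200 highest. Transcription regulators made up 14 of the 100 highest scores and 771 of 20264 genes with a score after keeping 1 entry per symbol (odds ratio 4.17, one-sided Fisher's exact p = 2.52e-05). Stems without zinc finger genes moved the odds ratio most, to 8.78. Since genes without an H3K27me3 value did not reach the highest ranks, the test was repeated within the 1354 scored genes with a value above 0, of which 102 were regulators. There the odds ratio was 2.16 (one-sided Fisher's exact p = 0.0142), an alternative chosen after seeing the data. Across 20264 genes, Spearman's rho of score and TPM was 0.528 ± 0.0354 (SD over replicates, n = 3). The score was made partly from these libraries, so this relation is not between independent measures. It moved most among genes with a mean TPM of at least 1, to 0.390.

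The H3K27me3 value was also compared with detection, a comparison added after seeing the data. Of 2398 protein-coding genes with a value above 0, 17.2% ± 0.839 had a TPM of at least 1, against 59.3% ± 1.06 of 19012 genes with a value of 0 (SD, n = 3). The difference was -42.1 ± 0.781 percentage points and had the same sign in 3 of 3 replicates (exact sign-flip p = 0.25, the smallest possible). The most distant value over the alternatives was -38.9 percentage points, at a limit of 0.5 TPM.

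The deposited fold change followed gene length and GC content. Over deciles of gene length among 14652 protein-coding genes, the median log2 fold change in the authors' deposited table fell from 1.19 in the shortest genes (36 to 1543 bases) to -1.20 in the longest (9210 to 123179 bases). Over deciles of GC content the median log2 fold change in the authors' deposited table rose from -1.04 to 1.52. Bins of both held 25.9% of its variance. After the bin medians were removed, 78 of the 100 highest protein-coding scores were shared with the uncorrected ranking, and transcription regulators numbered 12 in place of 14. The corrected scores and ranks kept the deposited adjusted p-value, which belongs to the uncorrected fold change. Prdm16 has a gene length of 9321 bases and a GC content of 53.3%, in a bin with a median log2 fold change of -0.50 in the authors' deposited table. Its corrected log2 fold change was 1.02, and its rank among protein-coding genes was 70 after correction and 156 before.

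**Figure D4:**
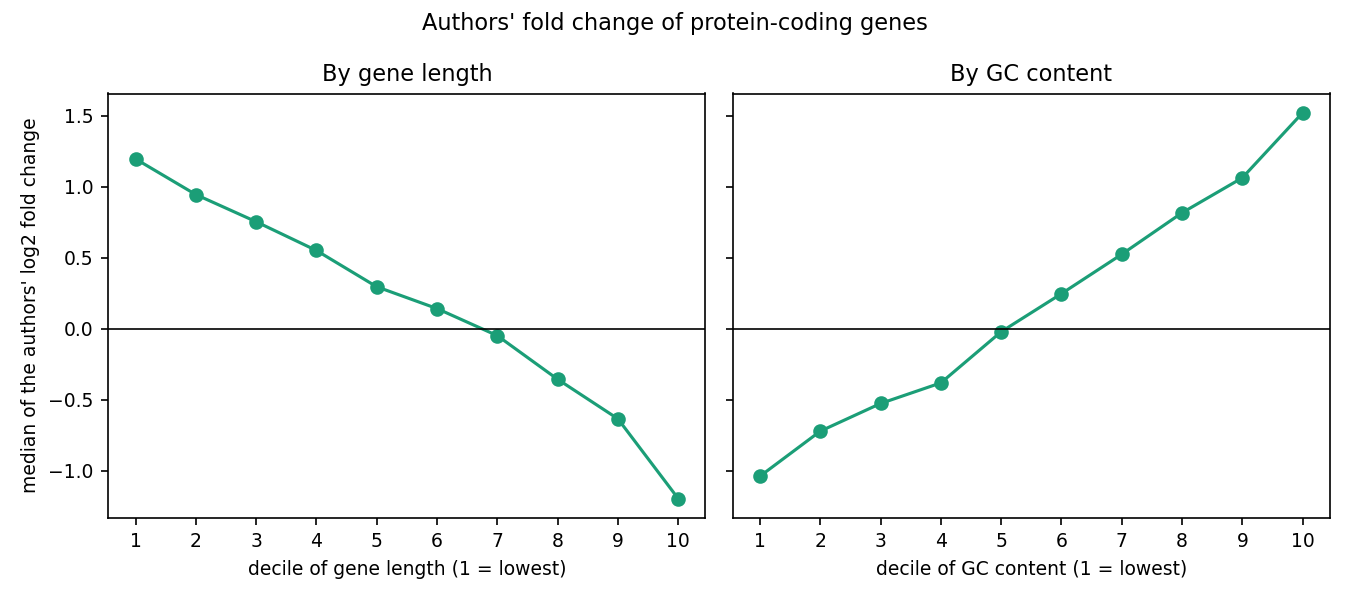
Median of the authors' log2 fold change over deciles of gene length (left) and transcript GC content (right) among 14652 protein-coding genes, from the authors' deposited table; decile 1 holds the lowest values. The medians ran from 1.19 to -1.20 with length and from -1.04 to 1.52 with GC content.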

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

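Over 44 results, 265 values were recomputed under another setting, and 230 stayed on the same side of their limit, within the replicate spread or, for numbers of genes, within 1.5 times. Of the others, 26 moved, 7 strengthened, 1 weakened and 1 reversed. Much of that agreement carries no information about stability. Of the 230, 100 belong to exact tests over replicates that could not fall under 0.05, for which only the direction was compared. Another 29 are list percentiles that stood at 100 before and after, where the measure is saturated. Of the other 101, 11 were identical in value and SD. Of these, 10 came from summing entries per symbol, which can alter only the 55 symbols with several entries, and 1 from the mean over the X inactivation list, which for 2 genes equals the median. Other settings may also have left little room for change. Settings that concern protein-coding genes, thinning, a count limit, the H3K27me3 background, the parts of the score, the length and GC correction and the coefficient of variation were chosen after seeing the data.

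A pseudocount of 0.1 lowered the mean correlation of replicates from 0.976 to 0.964 and raised the deviating genes to 455 in replicate 2 and 679 in replicate 3. Keeping genes with a mean TPM of at least 1 lowered the mean correlation to 0.933, which follows from removing the many genes near 0. With a mean TPM of at least 5 the deviating genes numbered 1047, 61 and 106, and among protein-coding genes 980, 40 and 69, both from fewer genes. In each of these settings replicate 1 had the most deviating genes.

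Against a background of genes with a mean TPM of at least 1, the sebaceous gland list fell to a percentile of 13.0. The fibroblast, immune and endothelial lists fell to 0, the melanocyte list to 0.153, the proliferation list to 0.393, the haemoglobin list to 0.0133 and the X inactivation list to 0.0333, all below the lower limit. This follows from the construction, since genes without expression leave the background. The other 6 of the 14 lists stayed on their side. With the mean of log2 values in place of the median, the difference between the hair follicle stem cell and suprabasal lists reversed from -0.63 to 0.83. All 3 replicates then had the same sign (exact sign-flip p = 0.25). The suprabasal list holds low genes, with 1.87 TPM for Flg, 7.60 for Sprr1b and 22.8 for Ivl. How low they lie enters a mean and not a median, but whether they account for the whole reversal was not tested. The other 26 of 27 values with the mean of log2 values kept their direction and side. Percentiles between the limits could still move far, since only the side was compared. The haemoglobin list went to 33.4, the endothelial to 10.4, the immune to 31.3, the fibroblast to 64.7, the melanocyte to 73.8 and the proliferation list to 82.0. The Y chromosome list stood at 96.3 and the X inactivation list at 40.8. By the same criteria, rescaling to the upper quartile changed none of its 18 values and summing entries per symbol none of its 38.

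The percentile of Prdm16 was 73.8 among all genes, because undetected genes then lie below it. Its rank by score went from 166 to 6355 without the H3K27me3 factor and to 81 without the adjusted p-value factor, and from 156 to 70 among protein-coding genes after the length and GC correction. The correlation of score and expression fell to 0.390 among genes with a mean TPM of at least 1 and to 0.419 among genes with an H3K27me3 value above 0, and the cause was not tested. The odds ratio of transcription regulators kept its direction and its side of 0.05 in every setting run, from 2.16 to 8.78. None of these settings allowed for neighbouring genes that share one H3K27me3 value.

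Leaving out each replicate in turn gave 105 values, of which 2 moved, both without replicate 1. The mean correlation ranged from 0.968 to 0.988 and the biological coefficient of variation from 0.176 to 0.377 across these 3 fits each. Without a filter on low counts the coefficient was 0.468, from more genes near 0 counts. No paired analysis was possible because the samples form 1 group. Deviating genes were not recomputed without a replicate, since the definition needs all 3. Depth limited statements about genes with 0 counts, for which only the upper limits in the text apply, and the number of replicates limited every exact test to p of at least 0.25.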

Other observations

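The tests on depth, GC content and length, genomic DNA, mitochondrial reads, replicate differences in the fold change, collagen and Mitf were chosen only after the result was seen. Those on unspliced RNA, pseudogene parents, housekeeping families and the second suprabasal list were written down before their own value was computed, but after related values had been seen. The limits that decide each test were set after related values were known.

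Replicate 1 deviated from the others in 1759 genes against 230 and 393. Lower depth was argued against, since after thinning all libraries to the smallest total 1748 genes still deviated in replicate 1, against 234 and 406. A GC or length bias as the whole cause was argued against. After removal of the medians of length and GC bins, 558 protein-coding genes still deviated in replicate 1, against 38 and 77, although the number had been 980 before, so such a trend may account for part. Chemosensory receptor genes, taken as a gauge of genomic DNA, had more counts in replicate 1, with a CPM of 144 against 52.0 and 40.8, and more of them had a count, 139 of 1554 against 117 and 93. These counts sat in few genes, whereas an even spread of them by length would reach 1313 genes. Evenly spread genomic DNA was thereby argued against as the source of the shift, though a small amount in replicate 1 is not excluded. More unspliced RNA in replicate 1 stays open as a candidate explanation for the non-coding part. Non-coding genes inside same-strand introns of protein-coding genes exceeded those outside protein-coding genes by 0.59 in the median log2 ratio of replicate 1 (1.33 over 208 genes against 0.74 over 484 genes; permutation p = 1e-04, the smallest the permutations can give). Genes inside introns on the opposite strand had a median of 0.98 over 84 genes, a difference of 0.24 from those outside (permutation p = 0.169). Genes outside were also higher in replicate 1, so intronic reads alone would not cover the whole non-coding shift. Gene type was not separated from intron position in this test. Small nucleolar RNA genes (median 2.05) and sense-intronic genes (1.23) had already been seen to be high in replicate 1. The permutations were over genes of these libraries, so their p does not extend to other libraries. Library preparation and differences between animals or sorts were not tested.

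Processed pseudogenes went the other way, with a median log2 ratio of -2.25 in replicate 1. Replicates 2 and 3 were not alike either, with medians of -0.11 and 1.02 over the same 432 genes. Among 450 processed pseudogenes with a protein-coding parent covering at least 50% of them, Spearman's rho of identity to the parent and the log2 ratio of replicate 1 was -0.34 across genes (permutation p = 1e-05, the smallest the permutations can give). The median ratio was -2.53 over 387 pseudogenes with at least 95% identity and 1.25 over 25 with less than 90%. The 284 parents themselves had a median of 0.06. A candidate explanation is therefore that reads of parent genes were assigned to near-identical copies to differing degrees in the 3 libraries. The assignment would be least frequent in replicate 1, as longer reads or fewer read errors there would allow. Read length and error rate were not analysed here, and no biological explanation was tested.

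Most pseudogenes resembling mitochondrial genes were low in replicate 3. Of 8 such pseudogenes with a mean of at least 10 counts, 6, Gm29216 among them, had a lower CPM in replicate 3 than in each other replicate. Against the pooled counts of the others the median log2 ratio of the 8 was -2.13. A smaller mitochondrial fraction was argued against, since the 15 mitochondrial genes had a median log2 ratio of 0.11 in replicate 3. Gm29216 is 99.8% identical to mt-Co1 and had 895, 1412 and 6 counts, while Gm13340, 97.6% identical to the same gene, had 138, 579 and 362, so that its CPM of 9.24 in replicate 3 exceeded the 4.71 of replicate 1. A mitochondrial sequence variant between animals, or a different treatment of reads with several equal positions, stays open and was not tested. Processed pseudogenes with at least 95% identity to their parent went the other way, with a median log2 ratio of 1.22 in replicate 3 over 387. A treatment that lowered all near-identical copies in replicate 3 would therefore not give both values.

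The dependence of the authors' fold change on gene length and GC content was not confined to a few short gene families. Spearman's rho of fold change and gene length was -0.38 across protein-coding genes without 339 ribosomal, oxidative phosphorylation, proteasome and splicing genes, against -0.39 with them. A library difference of the kind seen between replicates of one cell type stays open. Across protein-coding genes the fold change had a rho of -0.35 with the log2 ratio of replicate 1 to the others, and -0.20 after the length and GC correction. Replicate 1 is on the upper side of the fold change, so shared counts would push this rho above 0 and not below. In replicate 1 the ratio itself had a rho of -0.32 with GC content over 13069 genes, while the fold change had 0.48 with GC content over 14652. Part of the fold change may therefore follow library properties that also vary within this group. A difference between the cell types compared would be confounded with the library source, and was not tested. For Prdm16 the corrected log2 fold change of 1.02 exceeds the deposited 0.52 of the authors' deposited table. With the adjusted p-value kept as deposited, a trend of this kind would have lowered and not raised its rank.

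Some transcripts in the sorted cells belong to genes used as markers of other cell types. Col1a1 and Col1a2 had a mean of 17.02 TPM. Fibroblasts in the sorted cells were argued against as their source, because the highest of Col3a1, Pdgfra, Lum, Dcn and Dpt reached only 0.274 TPM. Thy1, the remaining gene of that list, had 8.59 TPM and was left out of the test. Mitf had 32.3 TPM, and melanocytes were argued against as its source, since Dct, Tyr, Tyrp1, Pmel, Mlana and Sox10 had a median of 1.25 TPM. Dct with 8.02 TPM and Pmel with 4.15 TPM leave room for a small number of melanocytes, which would not account for the level of Mitf. Expression of these genes by the sorted epithelial cells is a hypothesis that may be examined further. Reads of Mitf were not separated by promoter or isoform here.

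Suprabasal transcripts differed between replicates, with list medians of 219, 396 and 552 TPM, and 8 of the 10 genes were highest in replicate 3. Since that list gave rise to the pattern, it was tested on the second list of 40 suprabasal genes. Of its 31 genes with a mean TPM of at least 5, 28 were highest in replicate 3, against 19.7% of all 10151 such genes. That number lay at the percentile of 100 among 10000 random lists matched on expression, a description of these libraries, since genes of one cell type vary together. Its most abundant genes were Dmkn, with 2035, 2154 and 2494 TPM in replicates 1 to 3, and Krt77, with 952, 1255 and 2482 TPM. A larger share of suprabasal cells in replicate 3 is a candidate explanation. A stronger differentiation programme in the same cells would give the same values, and differences in the state of the animals were not tested.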
